# Beta Cell 5′-Shifted isomiRs Are Candidate Regulatory Hubs in Type 2 Diabetes

**DOI:** 10.1371/journal.pone.0073240

**Published:** 2013-09-09

**Authors:** Jeanette Baran-Gale, Emily E. Fannin, C. Lisa Kurtz, Praveen Sethupathy

## Abstract

Next-generation deep sequencing of small RNAs has unveiled the complexity of the microRNA (miRNA) transcriptome, which is in large part due to the diversity of miRNA sequence variants (“isomiRs”). Changes to a miRNA’s seed sequence (nucleotides 2–8), including shifted start positions, can redirect targeting to a dramatically different set of RNAs and alter biological function. We performed deep sequencing of small RNA from mouse insulinoma (MIN6) cells (widely used as a surrogate for the study of pancreatic beta cells) and developed a bioinformatic analysis pipeline to profile isomiR diversity. Additionally, we applied the pipeline to recently published small RNA-seq data from primary human beta cells and whole islets and compared the miRNA profiles with that of MIN6. We found that: (1) the miRNA expression profile in MIN6 cells is highly correlated with those of primary human beta cells and whole islets; (2) miRNA loci can generate multiple highly expressed isomiRs with different 5′-start positions (5′-isomiRs); (3) isomiRs with shifted start positions (5′-shifted isomiRs) are highly expressed, and can be as abundant as their unshifted counterparts (5′-reference miRNAs). Finally, we identified 10 beta cell miRNA families as candidate regulatory hubs in a type 2 diabetes (T2D) gene network. The most significant candidate hub was miR-29, which we demonstrated regulates the mRNA levels of several genes critical to beta cell function and implicated in T2D. Three of the candidate miRNA hubs were novel 5′-shifted isomiRs: miR-375+1, miR-375-1 and miR-183-5p+1. We showed by *in silico* target prediction and *in vitro* transfection studies that both miR-375+1 and miR-375-1 are likely to target an overlapping, but distinct suite of beta cell genes compared to canonical miR-375. In summary, this study characterizes the isomiR profile in beta cells for the first time, and also highlights the potential functional relevance of 5′-shifted isomiRs to T2D.

## Introduction

miRNAs are short regulatory RNAs that are processed from variable length primary transcripts through consecutive ribonuclease-mediated cleavage events [1], [2]. miRNAs guide and tether the RNA induced silencing complex (RISC) to specific RNAs in order to regulate their stability and/or translation [3]. Numerous studies have identified miRNAs as important modulators of a wide variety of biological pathways [4], [5]; for example, miR-375-mediated gene regulation is critical for both beta cell development and function [6], [7].

Similar to protein coding genes, miRNAs are present in multiple isoforms, called isomiRs [8]–[10]. IsomiRs are sequence variants, generated from a single miRNA locus, that consist of one or both of two types of variations: templated and non-templated [9], [11], [12] (Fig. 1). Templated variants match the genomic sequence, but have differing 5′-start and/or 3′-end positions, likely due to processing heterogeneity by Drosha/Dicer [1], [2] and/or exonuclease-mediated nucleotide trimming [13], [14]. Non-templated isomiRs are diverged from the genomic sequence due to post-transcriptional enzymatic processes that add, remove, or edit specific nucleotides [10]. Nucleotide additions are catalyzed by a class of enzymes called ribonucleotidyl transferases, which modify miRNAs by covalent addition of nucleotides to the 3′-end [15]. The most prevalent form of RNA editing is the adenosine-to-inosine edit, which is mediated by the double-stranded RNA adenosine deaminase (ADAR) family of enzymes [16].

**Figure 1:**
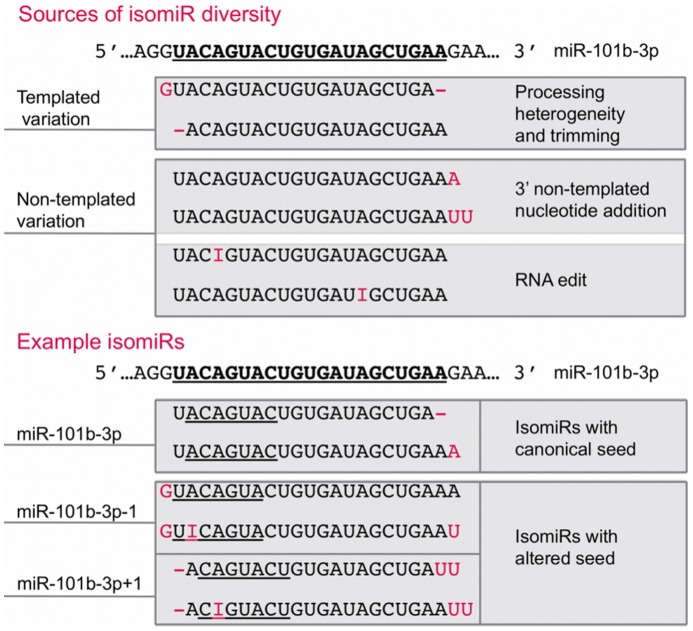
Sources of isomiR diversity. The top panel illustrates sources of isomiR diversity, which stratify into two classes: templated and non-templated variations. As illustrated by the bottom panel, an isomiR may contain one or both types of variations, and both templated (e.g. 5′-shifts) and non-templated (e.g. RNA edits) variations can create an isomiR with an altered seed. The seed region of each isomiR is underlined.

IsomiRs were initially dismissed as byproducts of technical (e.g. sequencing errors) or biological noise [17], [18]. However, recent studies have shown that isomiRs interact with the RISC and are present in polysomes [19]–[22], suggesting that they may be biologically relevant. Several studies have demonstrated that 3′-non-templated nucleotide additions (3′-NTAs), most commonly uridylation or adenylation [19], [22]–[27], affect miRNA stability and/or loading onto the RISC [10], [22], [23] and are physiologically regulated [15], [28]. Also, several studies have identified isomiRs generated by RNA edits at the 5′-end of the miRNA [29]–[32], referred to as the seed region, which is a critical determinant of stable miRNA targeting [3]. Modifications to the seed region have the potential to redirect a miRNA to a vastly different set of target RNAs, thereby potentially altering its biological function [29]. Perhaps the best-studied example of this phenomenon is the A-to-I editing of the miR-376 primary transcript leading to the expression of a 5′-isomiR of miR-376 with a modified seed [29]. The canonical version of miR-376 and its seed-altered isomiR were shown to have highly distinct target sets [29], highlighting the biological importance of 5′-isomiRs.

5′-isomiRs are not limited to those generated by RNA edits; they can also be produced by processing heterogeneity and/or 5′-end nucleotide trimming, which can shift the 5′-start positions of miRNAs (Fig. 1). 5′-shifted isomiRs have been identified in a few recent studies [19], [22], [24], [33]–[35]; however, they are often reported to be lowly expressed [19], [24] and continue to be perceived as rare [9]. As such, they are often overlooked by deep sequencing studies, including those performed in pancreatic beta cells. Because the 5′-end of a miRNA is so critical for function, it is of substantial interest to characterize comprehensively the prevalence and physiological relevance of miRNA 5′-diversity.

To that end, we developed an in-house bioinformatic analysis pipeline for the quantitation of miRNAs and their 5′-isomiRs in mouse insulinoma cells (MIN6), which are widely used as a surrogate for pancreatic beta cells [36]. Further, we applied the pipeline to published small RNA-seq datasets from primary human beta cells and whole islets. Strikingly, we found not only that the miRNA expression profile in MIN6 cells correlates very well with those of the primary human beta cells and islets (r^2^>0.98), but also that 7 highly expressed 5′-shifted isomiRs in MIN6 cells are also abundant in human beta cells and whole islet. Finally, using a Monte Carlo simulation strategy, we identified ten beta cell miRNAs, including three 5′-shifted isomiRs, as significant candidate regulatory hubs in a T2D gene network.

## Materials and Methods

### Small RNA-seq Datasets

#### Small RNA-seq

MIN6 cells were cultured in high glucose (25 mM) DMEM (Sigma) supplemented with 10% heat-inactivated fetal bovine serum. Cells were lysed and total RNA was extracted using the Norgen total RNA purification kit. RNA quality was assessed by Agilent 2100 Bioanalyzer, and only very high quality samples with RNA Integrity Number (RIN) above 9.0 were considered further. Small RNA libraries (three biological replicates) were generated using the Illumina TruSeq small RNA library preparation kit. These libraries were then sequenced on the Illumina HiSeq platform. Small RNA-seq data are available in the GEO database (Accession ID: GSE44262). Sequencing of small RNAs from mouse liver was conducted as well, in accordance with the protocol described above.

#### Human primary cell data

Primary beta cell and whole islet small RNA-seq datasets were obtained from GEO (GSE47720: [37]). This study included two libraries of beta cells (GSM1155397 and GSM1155398) and one whole islet sample (GSM1155395) that were prepared with the Illumina TruSeq protocol and sequenced on the Illumina HiSeq platform.

### Small RNA-seq Read Mapping Pipeline

Small RNA-seq reads are first trimmed by cutAdapt (parameters -O 10–e 0.1) to remove remnants of the 3′-adaptor sequence [38]. Next, trimmed reads of size 14–41 nt are mapped, without mismatches allowed, to the reference genome using Bowtie [39] (parameter set: -q -a -m 20 -n 0 -e 70). All mapped reads separated by 65 nt or less are merged. These merged windows are then extended by 5 nt on either end. All remaining reads (those that could not be mapped exactly by Bowtie) are aligned with mismatches allowed to the extended windows using SHRiMP2 [40].

Specifically, the set of all possible “alignment seeds” containing one mismatch in the body (M_0_) and up to three mismatches at the 3′-end (depending on read length) is generated and used to align all reads to the genomic windows. The number of mismatches allowed at the 3′-end (M_1_) for a read of length L is defined as: M_1_ = 0 if L<16, M_1_ = 1 if 16≤L<19, M_1_ = 2 if 19≤L≤23, and M_1_ = 3 if L>23. Finally, all reads mapping equally well to multiple loci are proportionally assigned to those loci. Mapped reads are grouped by 5′-start position (5′-isomiRs) and are annotated with respect to the start position of the reference miRNA (miRBase r18) at the same locus [41]. For each miRNA or 5′-isomiR, all reads with mismatches at the 3′-end are counted as 3′-NTAs. Mismatches within a read are counted as potential RNA edits. For additional details see supplemental methods (File S1).

### Candidate miRNA Regulatory Hub Identification in the T2D Gene Network

#### T2D gene list

We identified the nearest genes to each genetic variant significantly associated with T2D (p-values <10^−7^) from (1) the T2D genome-wide association studies (GWAS) listed in the NHGRI catalog (http://www.genome.gov/gwastudies) and (2) a T2D GWAS reported by Morris *et al*. that was not included in the NHGRI catalog [42]. Additionally, we included twenty-three genes linked to maturity onset diabetes of the young (MODY), neonatal diabetes (NDM), and chronic hyperinsulinemia (CHI). The total number of genes was 92.

#### Identification of miRNA regulatory hubs

Candidate miRNA regulatory hubs in the T2D gene network were identified by Monte Carlo simulation analysis. First, we used the seed-based target prediction algorithm TargetScanS 5.2 [43] to determine for each beta cell miRNA the number of predicted conserved targets among the human genes in the T2D network. Each predicted miRNA – gene interaction was assigned a score based on the strength of the seed match, the level of conservation of the target site, and the clustering of target sites within that gene’s 3′-UTR. Additionally, the score for each gene was weighted according to the number of high-confidence protein-protein interactions reported in the STRING 9.0 database [44]. Finally, for each miRNA, the final targeting score was calculated by summing the scores across all genes and dividing by the number of genes. We repeated this procedure 30,000 times, with a new set of randomly selected human genes each time, in order to generate a background distribution of the predicted targeting scores for each miRNA (genes and corresponding 3′-UTR sequences were downloaded from http://www.targetscan.org). These score distributions were then used to calculate an empirical p-value of the targeting score for each miRNA in the T2D gene set. Genes were selected at random from a pool with similar overall connectivity to the genes in the T2D gene set, and to account for differences in the average 3′ UTR length between the genes of interest and the randomly selected genes in each simulation, the targeting score was normalized by 3′ UTR length. For additional details see supplemental methods (File S1).

### Validation of miRNA-mediated Gene Regulation

MIN6 cells were transiently transfected with (1) 10 nM mmu-miR-29 mimic (Dharmacon); (2) 200 nM mmu-miR-29 hairpin-inhibitor (Dharmacon); (3) 10 nM mmu-miR-375 mimic (Dharmacon); (4) 10 nM custom mmu-miR-375+1 mimic (Dharmacon: 5′-UUGUUCGUUCGGCUCGCGUGA-3′) or (5) 10 nM custom mmu-miR-375-1 mimic (Dharmacon: 5′UUUUGUUCGUUCGGCUCGCGUGA-3′). After 48 hours, RNA was extracted from cells using the Norgen Total RNA Purification Kit, and miRNA and mRNA levels were measured by real-time quantitative PCR (RT-qPCR) using TaqMan microRNA and gene assays (Applied Biosystems).

## Results

### Comparing the miRNA and 5′-isomiR Profiles of MIN6, Human Beta Cell, and Human Islet

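MIN6 is a cell line derived from a mouse insulinoma, a tumor of the insulin-secreting beta cells of the pancreas. Small RNA was sequenced from 3 biological replicates of MIN6 cells grown in medium with 25 mM glucose. For each library the authors deposited the alignments of the 3′-adaptor trimmed reads of 14 to 41 nt, with the mismatches of each alignment and the number of reads behind it. These numbers are expected counts, not scaled by depth, because File S1 states that a read mapping equally well to several loci was divided equally among them. For 2304 alignments the number did not match an equal division among any number of loci up to 200. The expected counts summed to 9269795, 10816006 and 10218743 mapped reads in MIN6 replicates 1, 2 and 3. The paper's Table S1 lists 8864310, 10369700 and 9804720 mapped reads for these libraries. The reads aligned without a mismatch summed to 6631912, 7761540 and 7290446, which equals the paper's Table S1 in every library, so the excess lies in the alignments with mismatches. Expression is given as RPM, the unit of the paper's Table S2, relative to the mapped reads summed from the deposited alignments. The number of loci was inferred as the smallest equal division that fits the values of an alignment in every library. A shared alignment whose divided values happen to be whole could still pass as single-locus. By this inference, 78.0%, 77.6% and 77.2% of the mapped reads in replicates 1, 2 and 3 had a single locus. All libraries come from the same condition, so each value is given as mean ± SD over the replicates and no test between conditions was possible.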

To characterize isomiR diversity (Fig. 1) in mouse insulinoma cells (MIN6), we generated small RNA libraries (n = 3) and performed deep sequencing on the Illumina HiSeq platform (Methods), which yielded ∼18 million reads per replicate. After 3′-adaptor trimming, on average ∼50% of the reads were within the expected size range (16–27 nt) for miRNAs (Table S1 in File S2). 

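Among the mapped reads, 88.2%, 87.8% and 87.5% were 16–27 nt long in replicates 1, 2 and 3, with a mean of 87.8% ± 0.354 (SD, n = 3). The 95% Wilson intervals of the libraries, which cover counting error only, were narrower than the differences between the libraries. Reads of 22 nt alone made up 50.2%, 51.7% and 51.7% of the mapped reads. Relative to all sequenced reads of the paper's Table S1, which include reads too short to map, the mapped reads of 16–27 nt amounted to 42.6%, 48.3% and 53.2%. With the narrower range of 18–25 nt, the mean share of the mapped reads was 82.5%.

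**Figure D1:**
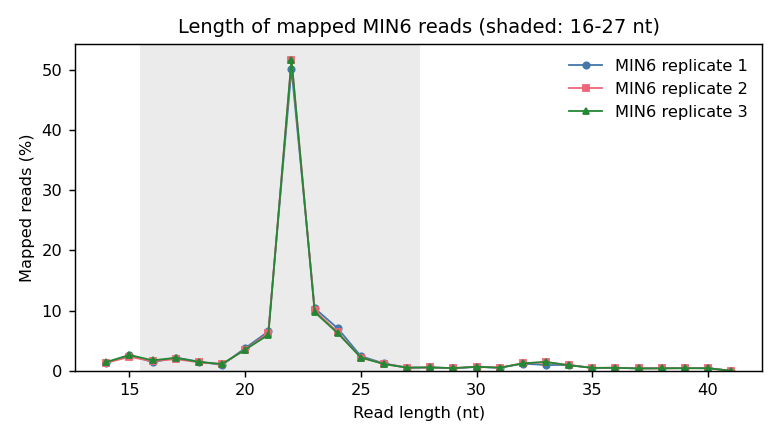
Length of the mapped reads in nt (x-axis) against the percent of mapped reads (y-axis) for each MIN6 replicate, with 16–27 nt shaded. Each line has its peak at 22 nt, at 50.2%, 51.7% and 51.7%.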

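The deposited alignments give positions without miRNA names and do not name the genome build, and coordinates are given below on the positions of the alignments, counted from 1. The sequence of each locus was read from the mismatches, since a base recorded as a mismatch should not be the base of the genome. Of the 278452 positions with a mismatching base, 107 had every base recorded as a mismatch, so the rule failed there. A failure at a position with fewer recorded bases could not be seen. The 107 positions are therefore a lower bound and give no error rate. A miRNA hairpin of the GENCODE mouse annotation was assigned to a locus on its own chromosome and strand when none of its bases was excluded and the match carried at least 20 bits of sequence information, a threshold chosen after seeing the data. Of 2202 hairpin sequences, 206 were assigned in this way, compared with 0 when every hairpin sequence was reversed. Reads were then grouped by 5′-start, as in the paper's pipeline. The miRBase annotation was not used here, so the reference start of each arm was taken from the paper's Table S2, as the 5′-start whose reads matched the tabulated expression within 0.2% in all 3 libraries. Among the 200 MIN6 names of Table S2, 183 were placed within an assigned hairpin and 15 by their values alone. The read numbers at these starts, and the RPM values, folds, ratios and correlations computed from them, therefore follow the paper's Table S2 by construction, apart from the total of mapped reads. The numbers of reads at the other 5′-starts and with mismatching ends were not matched to that table.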

To analyze the small RNA-seq reads further, we developed and implemented an in-house bioinformatic analysis pipeline for highly sensitive detection and quantitation of isomiRs (Methods, Fig. S1 in File S1). We successfully mapped ∼92% of the trimmed MIN6 reads in each replicate and on average ∼75% of the mapped reads corresponded to annotated miRNA loci (Table S1 in File S2).

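The mapped reads summed from the alignments corresponded to 95.4%, 95.6% and 95.6% of the trimmed reads listed in the paper's Table S1 (mean 95.6% ± 0.110, SD, n = 3). The reads within the assigned miRNA hairpins, or near the starts placed by their values alone, numbered 7239126, 8436793 and 7883580 in replicates 1, 2 and 3. This was 78.1%, 78.0% and 77.1% of the mapped reads, with a mean of 77.7% ± 0.522 (SD, n = 3). The choice of the denominator moved this share most, since the same reads were 74.3% of the trimmed reads of Table S1.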

We also used our pipeline to analyze published small RNA-seq datasets from primary human beta cells (n = 2) and whole islet (n = 1) [37]. These datasets had approximately 41, 33 and 79 million reads respectively, and in each case more than 80% of the 3′-adaptor trimmed reads were within the expected size range (16–27 nt) for miRNAs (Table S1 in File S2). We successfully mapped ∼97% of the trimmed reads and on average ∼85% of the mapped reads corresponded to annotated miRNA loci (Table S1 in File S2).

In each of the datasets, >1,000 distinct mature miRNAs were represented by at least ten reads. However, 98% of the miRNA-related reads captured the top ∼100–150 mature miRNAs depending on the dataset. We refer to these miRNAs as “highly expressed.” 

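In MIN6 replicates 1, 2 and 3, 1031, 1077 and 1052 distinct 5′-starts had at least 10 reads. These lay within the assigned hairpins or near the starts placed by their values alone. When all 5′-starts of an arm were counted as 1 mature miRNA, the numbers were 429, 428 and 424.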

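In MIN6, 98% of the reads at the assigned hairpins and the starts placed by their values were captured by few 5′-starts. These were the top 161, 153 and 152 5′-starts of replicates 1, 2 and 3. The least abundant of these miRNAs still had 1332, 1643 and 1461 reads. The distribution was steep, with miR-375 alone holding 42.8%, 45.8% and 48.1% of the miRNA reads. A threshold of 99% of the miRNA reads gave a mean of 239 miRNAs per library and a threshold of 95% gave 71.7.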

To compare miRNA profiles across the MIN6 replicates and human samples, we first assembled a list of miRNAs that were “highly expressed” in at least one dataset, resulting in 209 distinct mature miRNAs produced from 187 unique pre-miRNAs (Table S2 in File S2). 

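Counting the MIN6 libraries only, 164 miRNAs from 132 hairpins were highly expressed in at least 1 library, and 148 were highly expressed in every library. Of the 132 hairpins, 116 had at most 1 highly expressed miRNA on each arm and 16 had more than 1 on the same arm.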

These 187 pre-miRNAs consisted of:

1. 166 pre-miRNAs that generate at most one mature miRNA from each arm of the hairpin-like structure (“homogenous loci”), including one locus (pre-miR-5099) that produces only a 5′-shifted isomiR (mmu-miR-5099-2); and
2. 21 pre-miRNAs that generate more than one mature miRNA from the same arm (“heterogeneous loci”), including one locus (pre-miR-375) that produces one 5′-reference miRNA and two 5′-shifted isomiRs.

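Of the 164 miRNAs that were highly expressed in at least 1 MIN6 library, 144 began at a reference start of Table S2 and 19 were 5′-shifted, while 1, at Mir465c-2, is a copy with the same reads as miR-465c-1-5p that was not assigned to a reference start. All 19 are listed as 5′-shifted in the paper's Table S2, and 16 of them were highly expressed in every library. The number of 5′-shifted isomiRs depended on the threshold, with 3 at 95% and 34 at 99% of the miRNA reads.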

Among the 209 mature miRNAs, 186 were 5′-reference miRNAs and 23 were 5′-shifted isomiRs (Table S2 in File S2). The miRNA profiles of each of the MIN6 replicates correlated extremely well with each other (r^2^∼0.99) and, strikingly, also with those of the human beta cells (average r^2^ = 0.98) and whole islets (average r^2^ = 0.97) (Fig. 2A; Table S2 in File S2). 

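Pearson correlation coefficients were computed on the RPM values across miRNAs, which are not independent replicates, so no p-value is given. Over the 200 MIN6 names of Table S2, r between pairs of MIN6 replicates ranged from 0.9986 to 0.9996, with a mean r2 of 0.998. Of these names, miR-654-3p is at 0 RPM in the MIN6 columns of that table and was kept at 0, and miR-465c-2-5p, which shares its reads with other copies, was given the start with its tabulated values. Over the 211 entries of Table S2, with an expression of 0 where a species has no homologue, the MIN6 values were compared with the human values that the paper reports in that table. The mean r with the human beta cells was 0.982 (r2 = 0.965), and the mean r with the human islets was 0.973 (r2 = 0.948). The values against the human samples rest on miR-375, since without it the mean r2 was 0.483 with the beta cells and 0.284 with the islets. On the scale of log10(RPM + 1), all entries included, the mean r2 was 0.0968 and 0.0560, respectively.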

As a control, we also sequenced libraries of small RNAs from the mouse liver prepared according to the same protocol and determined that as expected the correlation with the MIN6 profile was very poor (r^2^<0.1; data not shown). The isomiRs from the heterogeneous loci were distributed across the spectrum of highly expressed miRNAs (Fig. 2B), indicating that the heterogeneous status of a miRNA locus is not merely a function of the level of expression.

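Each arm with a highly expressed miRNA in the MIN6 libraries was represented by its most abundant 5′-isomiR, averaged over the 3 replicates. The 16 heterogeneous arms ranged from 244 RPM, at miR-101b-3p-1, to 354247 RPM, at miR-375, and the 131 other arms ranged from 129.8 to 37073 RPM. The median was 1273 RPM for the heterogeneous arms and 413 RPM for the others, and the means of log10 RPM differed by 0.56. An arm was heterogeneous only if another of its 5′-starts was also highly expressed, so a higher expression of these arms is built into the classification, and no p-value is given. With a definition chosen after seeing the data, by which the second 5′-start of an arm has at least 10% of the reads of the first, 21 arms were heterogeneous and the difference was −0.33. This definition divides by the expression of the first start and so favors the opposite sign, and the direction of the difference depends on the definition. From the spread of the isomiRs of heterogeneous loci over the expression range in Fig. 2B, the paper concludes that heterogeneity does not merely follow from the level of expression.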

**Figure 2:**
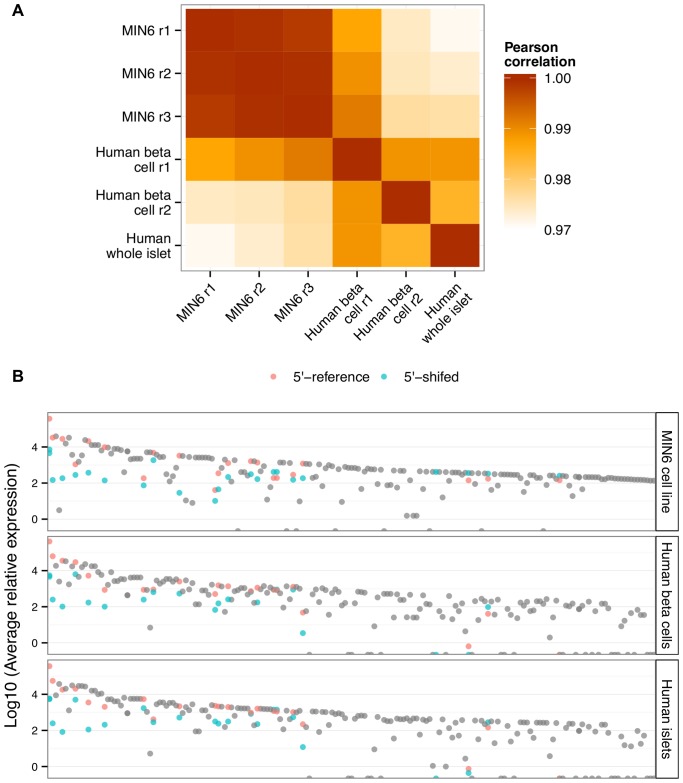
miRNA and isomiR profiles in MIN6 cells, primary human beta cells and human islet. (**A**) A heatmap is shown depicting the Pearson correlation coefficients of miRNA profiles between pairs of samples analyzed in this study. (**B**) The x-axis depicts highly expressed miRNAs ordered from left to right by decreasing maximal expression across all samples. The y-axis depicts the Log10 of the average read count per million. Each dot represents a miRNA. miRNAs from a homogenous locus (a pre-miRNA that produces only one mature miRNA per arm of the hairpin) are in gray. miRNAs from a heterogeneous locus (a pre-miRNA that produces more than one mature miRNA per arm of the hairpin) are either pink (5′-reference) or blue (5′-shifted).

Although miRNA expression among these samples was highly correlated overall, such as in the case of miR-22-3p or miR-24-1-3p (Fig. 3A), several miRNAs appeared to be specifically or preferentially expressed in either the MIN6 cells or human beta cells/islets (Fig. 3A). For example, miR-143-3p and miR-204-5p were 791- and 265-fold more highly expressed, respectively, in the human beta cells than in the MIN6 cell line (Fig. 3A). Likewise, miR-93-5p and miR-409-5p were 38- and 85-fold more highly expressed, respectively, in MIN6 cells than in human beta cells (Fig. 3A).

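In MIN6, miR-22-3p was expressed at 23141 ± 1111 RPM (SD, n = 3), against the paper's values of 22949 RPM in human beta cells and 26895 RPM in human islets. The expression of miR-24-1-3p was 187 ± 29.8 RPM (SD, n = 3), against the paper's 202 RPM in beta cells and 271 RPM in islets. Only 0.0178% of the miR-24-1-3p reads had a single locus, so its value depends on how shared reads were divided between loci.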

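The MIN6 expression of miR-143-3p was 3.01 ± 0.212 RPM (SD, n = 3), from 26.0, 32.5 and 33.0 reads in the 3 libraries. The paper's mean for human beta cells in Table S2 is 2488 RPM, which is 826-fold higher, or 1131- and 520.4-fold with each of the 2 beta cell libraries of that table alone. For miR-204-5p, the MIN6 expression was 10.5 ± 0.588 RPM (SD, n = 3), and the paper's beta cell mean of 2893 RPM is 277-fold higher. Both of these miRNAs were placed in the alignments by their values alone.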

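In the MIN6 libraries, miR-93-5p was expressed at 1905 ± 66.2 RPM (SD, n = 3), which is 36.4-fold above the paper's mean of 52.4 RPM for human beta cells, or 55.6- and 27.0-fold above each of its 2 beta cell libraries. The expression of miR-409-5p was 357 ± 61.4 RPM (SD, n = 3), 81.9-fold above the paper's beta cell mean of 4.36 RPM. Its values of 412, 369 and 291 RPM in the 3 replicates all lay far above that mean.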

**Figure 3:**
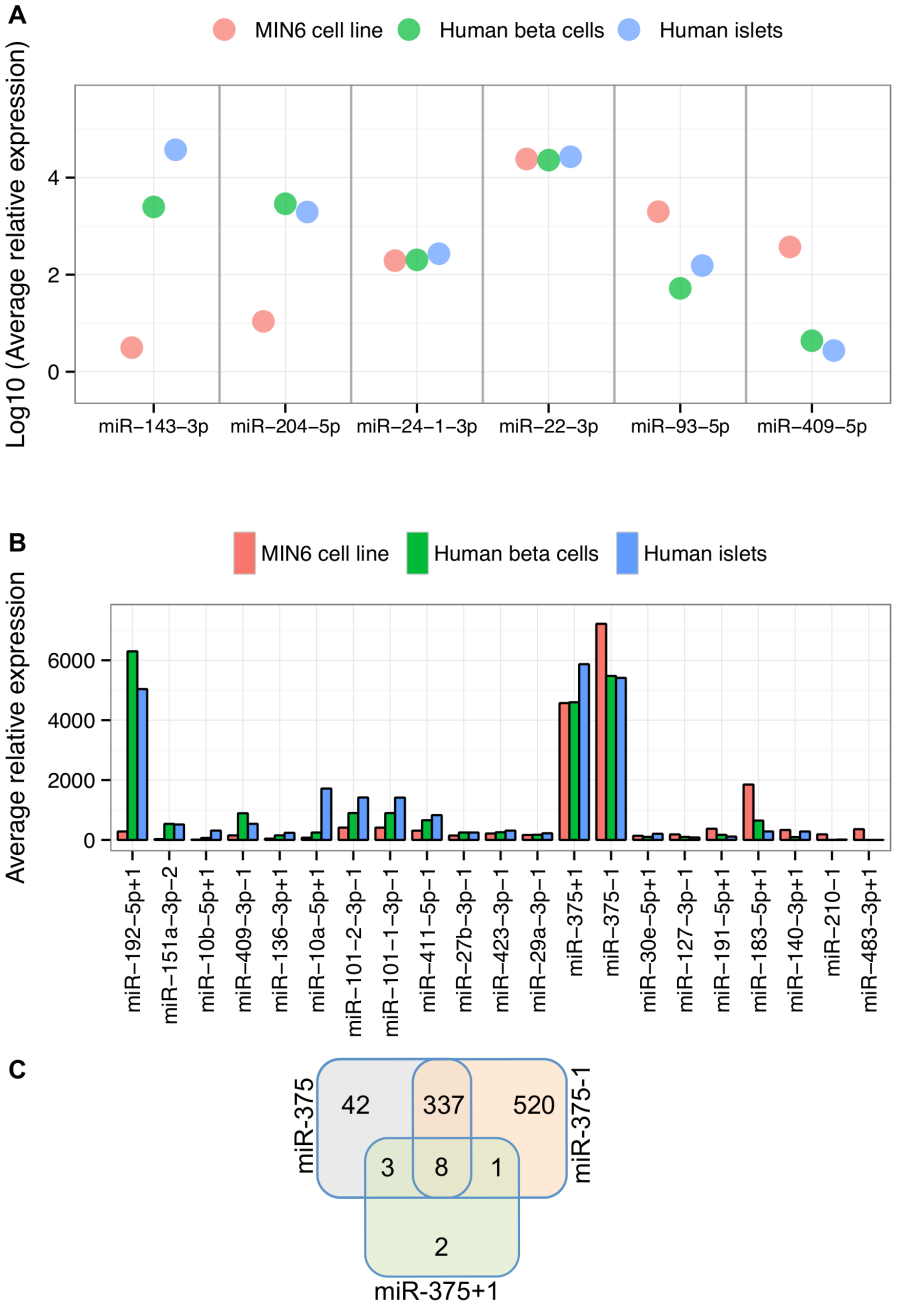
Comparison of 5′-reference miRNA and 5′-shifted isomiR expression levels among MIN6 cells, human beta cells, and human islet. (**A**) The x-axis lists selected 5′-reference miRNAs in MIN6 (red), human beta cells (green), and human islets (blue). The y-axis depicts the Log10 of the average read count per million for each 5′-reference miRNA in each sample. (**B**) The x-axis shows the highly expressed 5′-shifted isomiRs ordered from left to right by decreasing fold-difference between primary human beta cells and MIN6 cells. The y-axis depicts the average read count per million for each 5′-shifted isomiR. (**C**) The number of genes with at least one conserved target site for miR-375 (gray), miR-375+1 (green), and miR-375-1 (orange) is shown. All sets are mutually exclusive: for example, a total of 390 genes have predicted conserved miR-375 target sites (42 unique to miR-375, 3 shared with miR-375+1 only, 337 shared with miR-375-1 only, and 8 common to all three).

### Characterization of Beta Cell 5′-shifted isomiRs

Of the 23 highly expressed MIN6 5′-shifted isomiRs, only mmu-miR-5099-2 and mmu-miR-101b-3p-1 did not have a homologous miRNA in the human samples. 

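In MIN6, miR-5099-2 was expressed at 397 ± 57.6 RPM (SD, n = 3), and its reads began at position 37542835 on the plus strand of chromosome 12. The reference start of miR-5099, at position 37542837, had 35.5, 43.0 and 43.0 reads in replicates 1, 2 and 3. The expression of miR-101b-3p-1, which begins at position 29209828 on the plus strand of chromosome 19, was 244 ± 19.3 RPM (SD, n = 3). The reference miR-101b-3p begins at the following base and was expressed at 137 ± 7.63 RPM (SD, n = 3). The genome build of these positions is not named in the deposited alignments.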

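The reads of miR-375 lie on the minus strand of chromosome 1, in the hairpin of the gene Mir375, on the genome build of the deposited alignments, which they do not name. The reference miR-375 began at position 74947256, miR-375-1 at 74947257 and miR-375+1 at 74947255. Up to position 22 of the reference, their sequences are UUUGUUCGUUCGGCUCGCGUGA for miR-375, UUUUGUUCGUUCGGCUCGCGUGA for miR-375-1 and UUGUUCGUUCGGCUCGCGUGA for miR-375+1, so the seed at positions 2 to 8 is UUGUUCG, UUUGUUC and UGUUCGU, respectively. In the order of expression of the MIN6 5′-starts, miR-375 ranked 1 in every replicate, miR-375-1 ranked 17, 16 and 14, and miR-375+1 ranked 25, 24 and 22 in replicates 1, 2 and 3.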

Among the remaining 21, two were in the set of top 20 most highly expressed miRNAs in each of the MIN6 and human datasets: miR-375+1 and miR-375-1. Many of the 5′-shifted isomiRs, such as miR-375+1, miR-375-1, and miR-27b-3p-1, were expressed at similar levels in MIN6, human beta cell, and human islet samples (Fig. 3B). However, some 5′-shifted isomiRs were preferentially associated with either MIN6 or one of the human samples. For example, miR-192-5p+1 was 22-fold more highly expressed in human beta cells than in MIN6, miR-10a-5p+1 was 23-fold more highly expressed in human islets than in MIN6, and miR-183-5p+1 was nearly 3-fold more highly expressed in MIN6 than in human beta cells or islets (Fig. 3B). These differences are likely in part a reflection of the disparities in cellular composition among MIN6 cells, beta cells, and whole islets. Nevertheless, the overall profile of 5′-shifted isomiRs was fairly highly correlated between MIN6 and human beta cells/islets (r^2^∼0.7).

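The MIN6 expression of miR-375-1 was 6916 ± 311 RPM (SD, n = 3), against the paper's 5477 RPM in human beta cells and 5413 RPM in human islets. For miR-375+1 it was 4380.5 ± 218 RPM (SD, n = 3), against the paper's 4597 RPM in beta cells and 5869 RPM in islets. The reference miR-375 reached 354247 ± 18597 RPM, and the next start, miR-375+2, had 141, 142 and 139 RPM in the 3 libraries. The expression of miR-27b-3p-1 was 142 ± 4.71 RPM (SD, n = 3), against 249 RPM in beta cells and 247 RPM in islets in the paper's table.

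**Figure D2:**
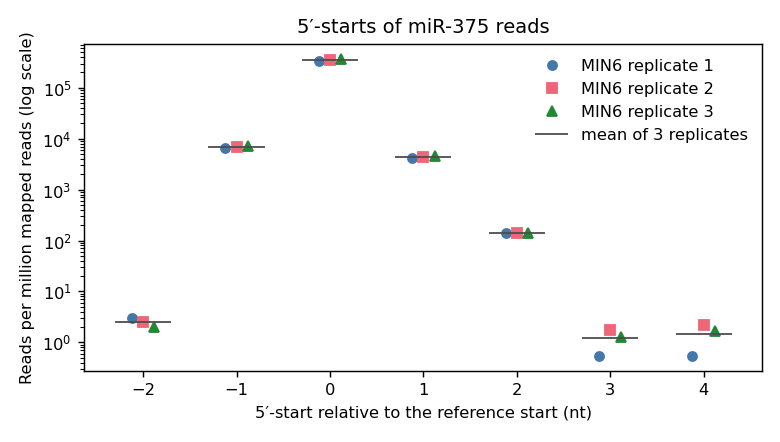
Expression of each 5′-start of miR-375 in RPM on a log scale (y-axis) against its distance in nt from the reference start (x-axis). Symbols are the 3 MIN6 replicates and lines are their means, and the means at the starts before and after the reference are 6916 and 4380.5 RPM.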

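In the MIN6 libraries, miR-192-5p+1 was expressed at 271 ± 19.4 RPM (SD, n = 3), and the paper's human beta cell mean of 6299 RPM is 23.2-fold higher, or 11.2- and 35.3-fold with each of its 2 libraries alone. Its reference miR-192-5p was expressed at 1049 ± 90.5 RPM (SD, n = 3), and the paper's beta cell mean of that miRNA is 28.2-fold higher, or 17.0- and 39.4-fold with each library alone. For miR-10a-5p+1 the MIN6 expression was 71.4 ± 5.69 RPM (SD, n = 3), and the paper's islet value of 1716 RPM is 24.0-fold higher. The expression of miR-183-5p+1 was 1772 ± 155 RPM (SD, n = 3), which is 2.74-fold above the paper's beta cell mean of 647 RPM and 6.23-fold above its islet value of 285 RPM. The reference miR-183-5p was 5.05-fold above the beta cell mean in the same comparison.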

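Over the 22 entries of Table S2 that have a homologue and a 5′-shifted isomiR in either species, the mean Pearson r between the MIN6 and the paper's human values was 0.693 (r2 = 0.516). It was 0.672 with the human beta cells and 0.736 with the human islets. The library pairs ranged from an r of 0.441 to 0.905. Without miR-375+1 and miR-375-1, the mean r2 over the remaining 20 entries was 0.00855. With Spearman's rank correlation over all 22 entries, the mean squared coefficient was 0.172.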

To illustrate the potential regulatory impact of these 5′-shifted isomiRs we used TargetScan [43] to predict targets for miR-375 and its 5′-shifted isomiRs, miR-375+1 and miR-375-1. While miR-375 has 390 predicted targets conserved between human and mouse, miR-375-1 targets has more than twice that many, and strikingly, miR-375+1 has only 14 (Fig. 3C). Only eight genes (*ELAVL4, HNF1B, NFIX, NPAS3, PAX2, SHOX2, SLC16A2,* and *TSC22D2*) have predicted conserved target sites for miR-375 and both of its 5′-shifted isomiRs.

### Candidate 5′-shifted isomiR Regulatory Hubs in Type 2 Diabetes

Genome-wide association studies for type 2 diabetes (T2D) have primarily (though not exclusively) implicated genes with critical function in the pancreatic beta cell [45], [46]. Therefore, we sought to determine if any of the highly expressed human beta cell miRNAs, including 5′-shifted isomiRs, serve as regulatory hubs in T2D. We first assembled a list of genes (n = 92) implicated in T2D and related conditions including maturing onset diabetes of the young (MODY) (Methods). We then implemented a Monte Carlo simulation strategy (Methods) to determine for each miRNA whether the predicted regulatory impact on T2D genes is significantly (uncorrected P<0.05) greater than expected by chance (such miRNAs are termed “candidate regulatory hubs”). We identified 10 candidate miRNA regulatory hubs (Fig. 4A; Table S3 in File S2). The top two were the 5′-reference miRNAs miR-29 and let-7, both of which have been implicated in beta cell function and glucose homeostasis [47]–[49]. Though miR-29 has been shown to regulate glucose-stimulated insulin secretion, its target genes in the beta cell are largely unknown. To validate the *in silico* approach, we selected several predicted targets (*Camk1d*, *Glis3*, and *Jazf1*), and one previously validated target (*Slc16a1* [48]), of miR-29 from among the T2D gene list for evaluation in MIN6 cells. Specifically, we transiently transfected MIN6 cells with a miR-29 mimic or inhibitor (antagomiR) and measured the mRNA levels of each of the four genes by real-time quantitative PCR (RT-qPCR). Three of the four genes were significantly (p<0.05) down regulated by the over-expression of miR-29 and three genes were significantly (p<0.05) up regulated by the antagomiR-mediated inhibition of miR-29 (Fig. 4B). These findings are consistent with previous reports that miR-29 is involved in the regulation of beta cell function [48], [50], and they serve as a validation of the *in silico* regulatory hub analysis.

**Figure 4:**
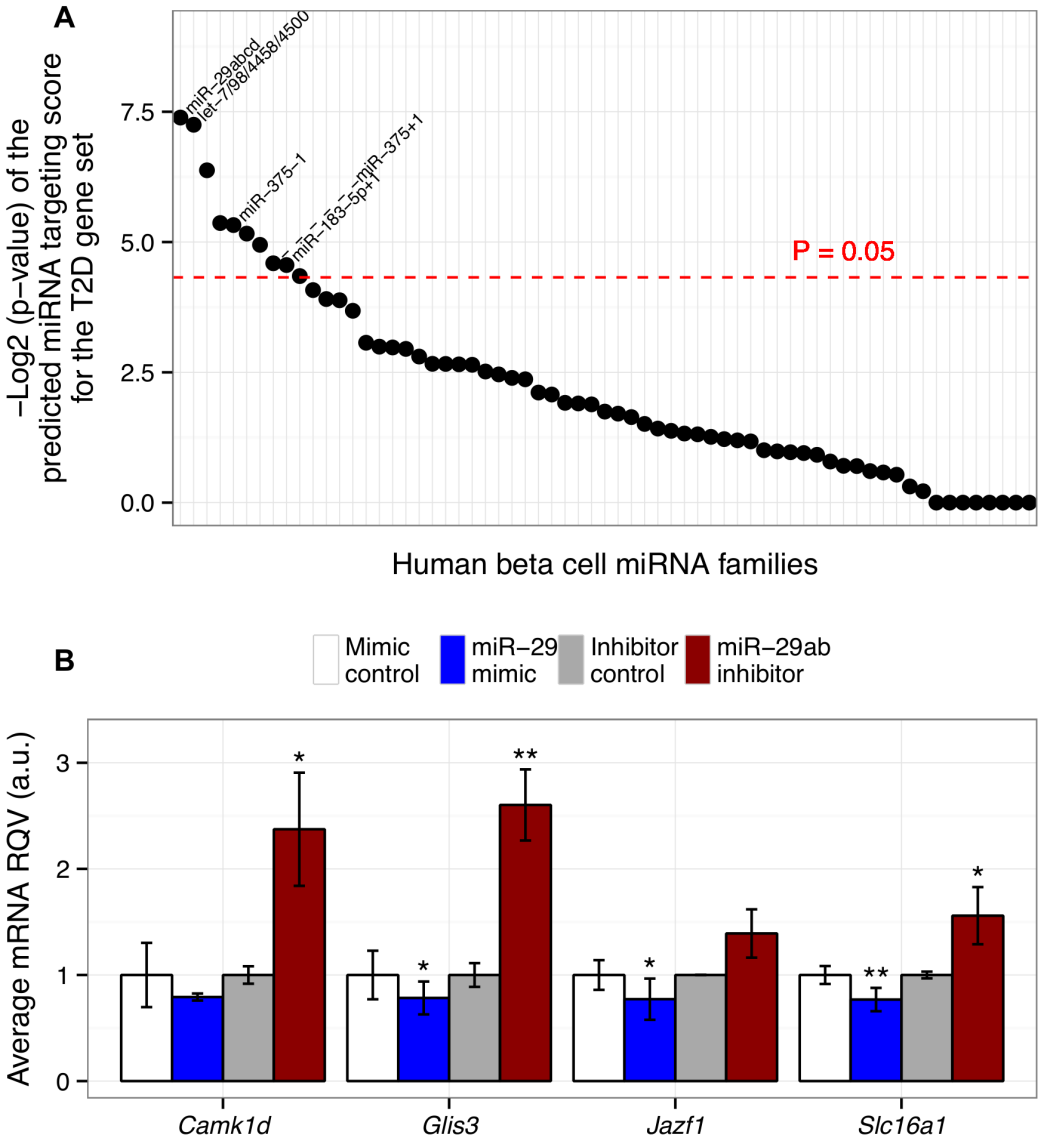
Candidate miRNA regulatory hubs in a type 2 diabetes gene network. (**A**) Each data point represents a 5′-reference miRNA or a 5′-shifted isomiR from primary human beta cells, and the y-axis shows the negative Log2 of the p-value of the predicted miRNA targeting score among genes in a type 2 diabetes (T2D) network. The dashed red line denotes the significance threshold (empirical P = 0.05). (**B**) Effects of miR-29 mimic and inhibitor in MIN6 cells on the mRNA levels of four T2D genes are shown. The x-axis lists the gene symbols for each of four predicted miR-29 target genes and the y-axis depicts the relative quantitative value (RQV; expression determined by RT-qPCR and normalized to *Rps9*) in response to the miR-29 mimic (blue) or the miR-29 inhibitor (red) relative to mock transfection. The data shown represent at least two independent experiments, each conducted in triplicate. P-values were calculated based on Student’s t-tests. *, P<0.05; **, P<0.01.

Strikingly, three of the 10 candidate miRNA regulatory hubs in the T2D gene network were 5′-shifted isomiRs: miR-375+1, miR-375-1, and miR-183-5p+1 (Fig. 4A). Moreover, all three of these were more significantly associated with T2D genes than their 5′-reference counterparts (Table S3 in File S2). This is particularly intriguing, given the already well-established role of 5′-reference miR-375 in beta cell formation and function.

### 5′-shifted isomiRs of the Beta Cell-enriched miRNA, miR-375

As depicted in Fig. 3C, miR-375 and its 5′-isomiRs have overlapping, but distinct predicted target gene profiles. To further evaluate the putative differential targeting of the miR-375 5′-isomiRs, we selected the following three genes: *Mtpn*, which regulates insulin secretion, is a known target of the 5′-reference miR-375 [6], but is not predicted to be targeted by the 5′-shifted isoforms; *Atp6v0c*, which mediates glucose-sensitive intracellular vesicular transport and is predicted to be preferentially targeted by the 5′-shifted isoform miR-375+1; and *Cdc42*, which is essential for the second phase of insulin secretion and is predicted to be preferentially targeted by the 5′-shifted isoform miR-375-1. We transfected MIN6 cells with (1) transfection reagent only (mock), (2) 10 nM of miR-375 mimic, or (3) 10 nM of a mimic for one of the 5′-shifted isomiRs of miR-375, and measured the mRNA levels of each of the three genes by RT-qPCR. *Mtpn* was repressed only by the 5′-reference miRNA (Fig. 5). *Atp6v0c* and *Cdc42* were also modestly repressed by the 5′-reference miRNA, though slightly more so by miR-375+1 and miR-375-1, respectively (Fig. 5). In each case, the strongest repression was conferred by the 5′-isomiR with the strongest predicted target site.

**Figure 5:**
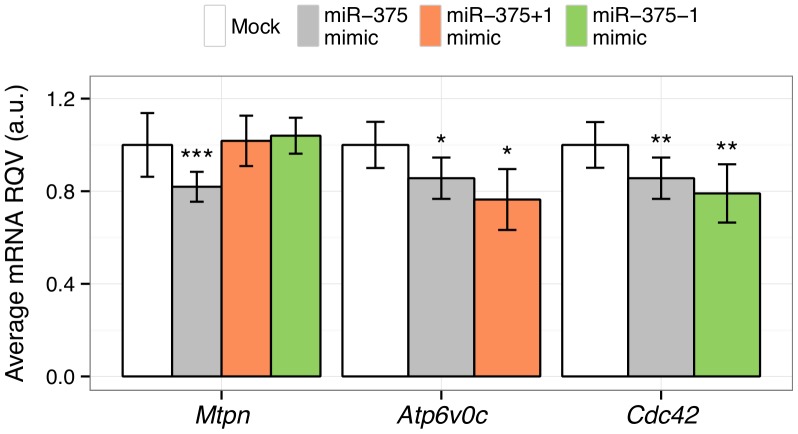
Evaluation of miR-375 and its 5′-shifted isomiRs in MIN6 cells. Effects of mimics for 5′-reference miR-375, 5′-shifted miR-375+1, and 5′shifted miR-375-1 in MIN6 cells on the mRNA levels of three genes are shown. *Mtpn* is a known target of 5′-reference miR-375 but not predicted as a target for either of the 5′-shifted miR-375 isomiRs; *Atp6v0c* is predicted to be preferentially targeted by miR-375+1; and *Cdc42* is predicted to be preferentially targeted by miR-375-1. The x-axis lists the gene symbols for each of three genes tested. The y-axis depicts the relative quantitative value (RQV; expression determined by RT-qPCR and normalized to *Rps9*) in response to the miR-375 mimic (gray), miR-375+1 mimic (orange), or miR-375-1 mimic (green) relative to mock transfection. The data shown represent at least two independent experiments, each conducted in triplicate. P-values were calculated based on Student’s t-tests. *, P<0.05; **, P<0.01, ***, P<0.001.

## Discussion

In this study we developed an in-house bioinformatic analysis pipeline to characterize isomiR diversity, and applied this method to study isomiR expression in the MIN6 cell line, primary human beta cells and islets. We found that (1) the miRNA expression profile in the MIN6 cell line is highly correlated with that of the primary human beta cells, (2) miRNA loci can be classified as either homogeneous (producing a single highly expressed 5′-isomiR) or heterogeneous (producing multiple highly expressed 5′-isomiRs), (3) 5′-shifted isomiRs can be as abundant as their 5′-reference counterparts, and (4) there are seven 5′-shifted isomiRs highly expressed in MIN6 cells that are also abundant in human beta cells and islets. Additionally, we identified 10 beta cell miRNAs, including three 5′-shifted isomiRs, as candidate regulatory hubs in type 2 diabetes. 

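For each of the 22 MIN6 5′-shifted isomiRs of Table S2, the reads were divided by those of the 5′-reference miRNA of the same arm. The shifted form had more reads than its reference in every MIN6 replicate for 6 isomiRs. The ratio was 99.6 ± 17.4 for miR-5099-2, 7.73 ± 0.331 for miR-136-3p-1, 2.55 ± 0.0810 for miR-483-3p+1, 2.15 ± 0.105 for miR-101a-3p-1, 1.95 ± 0.310 for miR-140-3p+1 and 1.78 ± 0.0726 for miR-101b-3p-1 (mean ± SD, n = 3). The reference start of miR-5099 had only 35.5, 43.0 and 43.0 reads in replicates 1, 2 and 3. Of these reads, 2.47% had a single locus, against 99.97% at miR-5099-2, so this ratio depends on how shared reads were divided. The lowest share of the arm's reads at 1 of the 6 isomiRs was 61.7%, at miR-140-3p+1 in replicate 3. Its 95% Wilson interval was from 60.3% to 63.0%. The median ratio over the 22 isomiRs was 0.221, and 15 of them reached 10% of their arm's reference in every replicate. The ratio was 0.388 ± 0.00492 for miR-183-5p+1, 0.0195 ± 0.000220 for miR-375-1 and 0.0124 ± 4.50e-05 for miR-375+1. Restricting the count to exact alignments, or to reads with a single locus, gave 5 isomiRs above their reference in every replicate.

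**Figure D3:**
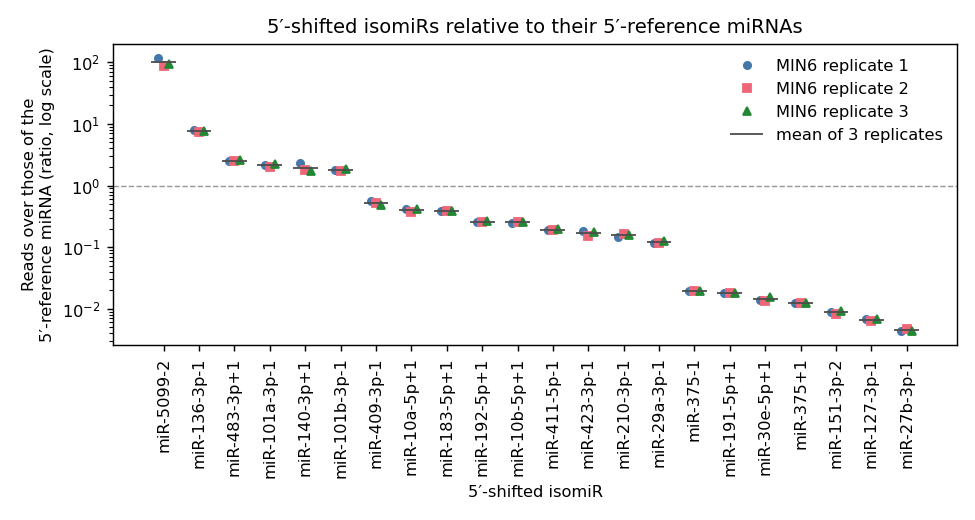
Ratio of the reads of each 5′-shifted isomiR of Table S2 (x-axis) to those of its 5′-reference miRNA, on a log scale (y-axis). Symbols are the 3 MIN6 replicates, solid lines are their means and the dashed line marks equal abundance, with 6 isomiRs above it in every replicate.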

We evaluated several predicted gene targets of our top candidate regulatory hub, miR-29, and demonstrated the potential of the 5′-shifted isomiRs miR-375+1 and miR-375-1 to differentially regulate gene expression in MIN6 cells.

While the unambiguous validation of the targeting activity of 5′-shifted isomiRs is important, it is hindered by inherent limitations of the currently available technologies. For example, the gold standard experiment would be to specifically knock-down the 5′-shifted isomiR of interest. However, current strategies for knock-down (e.g. locked nucleic acids), and for testing the efficacy of the knock-down (e.g. TaqMan RT-qPCR), do not adequately distinguish between the 5′-reference and 5′-shifted isoforms. New approaches for studying miRNA function must be developed in order to tackle the technical challenges posed by 5′-shifted isomiRs, which are often identical in sequence to the 5′-reference form except for the addition/loss of a single nucleotide at the 5′-end. Though outside the scope of this study, further analyses are necessary to firmly establish the functional relevance of the 5′-shifted isomiRs. Nonetheless, to our knowledge, this is the first report of highly expressed 5′-shifted isomiRs in beta cells, several of which are candidate regulatory hubs in T2D.

The findings in this study promote the notion that 5′-shifted isomiRs are prevalent and potentially impact disease, thus widening the panoramic view of the functional miRNA-ome. In addition, we have identified for the first time three 5′-shifted isomiRs as significant candidate regulatory hubs in a disease network. The novel strategy employed in this study can be utilized for additional disease models to uncover potential roles for 5′-shifted isomiRs in the regulatory networks of complex diseases.

## Supporting Information

File S1 **Supporting methods and figures. Figure S1. Overview of tiered mapping strategy.** Trimmed reads are mapped in a tiered fashion to the genome. First, reads that map exactly to transcriptionally active regions (as determined by nascent RNA-seq) of the genome are used to create genomic windows. Next, any remaining un-mapped reads are allowed to map imperfectly only to the genomic windows generated in step 1, as opposed to the entire genome, thereby drastically reducing the mapable space. All reads that map equally well to multiple loci are proportionally assigned to all those loci.
(DOCX) Click here for additional data file.

File S2 **Supporting tables. Table S1**: Table listing statistics for each of the small RNA-seq datasets used in this study. Biological replicates for MIN6 are annotated as MIN-1, MIN6-2, and MIN6-3. **Table S2**: This table lists the top miRNAs that constitute 98% of all reads mapping to miRNA loci (“highly expressed”). Each entry lists the mouse miRNA name and the corresponding human miRNA name (based on miRBase r18); if the miRNA is not found (meaning not present in miRBase r18) in either species it is noted with the prefix NF and the entry is highlighted in red. 5′-shifted isomiRs are highlighted in green. Each entry of the table lists the relative expression, expression rank, and % NTAs for each sample. MIN6 replicates are denoted by increasing sample number; primary human beta cell and whole islets are labeled by their SRA number. The relative expression of each miRNA is computed as the number of reads mapping to that miRNA over the total number of mapped reads multiplied by one million. As such, this number reports the expected relative expression per million mapped reads. The rank column reports the miRNA’s expression rank in each sample (a blank in the rank column indicates that that miRNA was not deemed to be “highly expressed” in that sample). The %NTA column indicates the percent of reads mapping to a particular miRNA reported to have a 3′-non-templted nucleotide addition. Additionally the average and standard deviation of expression for the MIN6 samples are provided in the dark blue column, and an average is provided for the 2 human beta cell libraries. **Table S3**: This table lists the predicted targets among T2D genes (n = 92) for miRNA families highly expressed in primary human beta cells. 

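A non-templated addition is a base at the 3′-end of a read that does not match the genome at that position. In the deposited alignments, a mismatching base at the end of the read was counted as such an addition. This held for 15.8% ± 0.397 (SD, n = 3) of the reads at the MIN6 miRNA starts and for 21.6% ± 0.539 (SD, n = 3) of the miR-375 reads. The latter equals the paper's mean of 21.6% in Table S2, where the column is written as a fraction. Of the miR-375 reads with a mismatching end, 75.8% were reads of 22 nt that carried the substitution A22G, counted from the 5′-end of the reference. Other reads that end at the same 4 genome bases, GTGA, carried a terminal G at a median of 12.1%.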

All target sites are required to be conserved among humans and two other species among mouse, rat, dog and chicken. Targeting score is calculated as detailed in the supplemental methods and miRNA families are sorted by empirical p-value.
(XLSX) Click here for additional data file.

# Supplementary material for: Beta Cell 5′-Shifted isomiRs Are Candidate Regulatory Hubs in Type 2 Diabetes
**Source:** PLoS One. 2013 Sep 9;8(9):e73240. doi: 10.1371/journal.pone.0073240
**Supplement:** File S1 — Supporting methods and figures. Figure S1. Overview of tiered mapping strategy. Trimmed reads are mapped in a tiered fashion to the genome. First, reads that map exactly to transcriptionally active regions (as determined by nascent RNA-seq) of the genome are used to create genomic windows. Next, any remaining un-mapped reads are allowed to map imperfectly only to the genomic windows generated in step 1, as opposed to the entire genome, thereby drastically reducing the mapable space. All reads that map equally well to multiple loci are proportionally assigned to all those loci.

# Supplemental Methods and Figures

**Small RNA-seq mapping pipeline:**

This pipeline is intended to process and quantify small RNA-seq reads mapping to (1) established miRNAs, and (2) potential novel miRNAs. miRNAs are small non-coding RNAs that are involved in the post-transcriptional regulation of mRNA. The 5’-end of miRNAs contains the “seed” region, which plays a significant role in directing miRNAs to their targets. miRNAs derived from the same pre-miRNA, having different 5’-start locations are called 5’-isomiRs. To enable us to capture the 5’-diversity of expressed isomiRs, reads are grouped by 5’-start and annotated by their offset relative to their miRBase (r18) designation.

**Figure S1. Overview of tiered mapping strategy.** Trimmed reads are mapped in a tiered fashion to the genome. First, reads that map exactly to transcriptionally active regions (as determined by nascent RNA-seq) of the genome are used to create genomic windows. Next, any remaining un-mapped reads are allowed to map imperfectly only to the genomic windows generated in step 1, as opposed to the entire genome, thereby drastically reducing the mapable space. All reads that map equally well to multiple loci are proportionally assigned to all those loci.

**Stage 1**: Generate trimmed reads file, and split into separate files based on read length.

*Input:* FASTQ file containing raw reads

*Parameters:*

1. Adapter overlap: number of bases of the 3’ adapter that must overlap with the read.
2. The allowed number of errors in the minimum length adapter. Preferred parameters: Overlap = 10, number of errors = 1.

*Output:*

1. Trimmed FASTQ file. Name format: rawName_O*x*_E*y*.fq where *x*= the minimum adapter overlap requested, and *y*= the number of errors allowed in the adapter sequence.
2. A separate file for each read length is generated with the name format: rawName_O*x*_E*y*_*z*.fq, where *x*= the minimum adapter overlap requested, *y*= the number of errors allowed in the adapter sequence, and *z* is the length of the reads stored in the file.

*Required tools:* The adapter trimming is performed with cutAdapt v1.0, and the reads are split into separate files based on read length using a custom Perl script.

*Motivation:* This stage of the pipeline prepares the raw reads for alignment to a reference genome. As small RNAs are often shorter than the length of a sequenced read, the remnants of the 3’-adaptor sequence must be removed prior to alignment.

**Stage 2**: Align trimmed reads to a reference genome (No mismatches).

*Input:* Size separated trimmed reads (rawName_O*x*_E*y*_*z*.fq output from stage 1).

*Parameters:*

1. Genome [hsa, mmu]
2. Read quality offset (33/64): this is the offset added to the phred score in the FASTQ quality scores. i.e. Sanger format is phred + 33 (Non-selectable) bowtie options: -q -a -m 20 -n 0 -e 70

*Output:*

1. fileName.hits: this file contains all alignments to the requested genome.
2. fileName.noHits: this file contains read that had no exact matches to the requested genome.

*Required tools:*  Bowtie 0.12.7

*Motivation:* This stage of the pipeline serves two purposes: (1) we acquire a best match for every read to the reference genome and (2) we interpret the regions surrounding these exact matches as transcriptionally active. The regions defined by these perfectly aligned reads are used to generate a set of genomic windows in which further alignments will be attempted.

**Stage 3**: Generate library of windows surrounding exact matches

*Input:*

1. The main input to this stage is the file containing the perfectly aligned reads: fileName.hits (output of stage 2).
2. Genome: [hsa, mmu] the genome is used to select additional files containing small RNA and RefSeq gene annotations.

*Parameters:* None

*Output:* The output of this stage is a FASTA file containing the genomic windows surrounding exact matches.

*Required tools:* bedtools v2.17.0

*Motivation & description:* miRNA modifications include (1) RNA edits and (2) the addition of non-templated nucleotides to the 3’-end of the sequence. We make the simplifying assumption that every expressed miRNA will have at least one read that will exactly map to the genome (no edits, or additions). To capture miRNA related reads, we define regions surrounding exactly mapped reads as a set of genomic windows. Windows separated by fewer than 65 nucleotides are merged as they may represent miRNA precursor loci.

Merged windows are further extended by 5 nt on either end to capture any non-templated additions. Finally these windows are converted to FASTA format.

**Stage 4**: Align remaining reads to window library (mismatches allowed).

*Input:*

1. Unaligned reads (fileName.noHits).
2. Genomic window library (generated in stage 3).

*Parameters:*

1. Read quality offset (33/64): this is the offset added to the phred score in the FASTQ quality scores.
2. Genome [hsa, mmu] used to select annotation files for tRNAs, miRNAs, and other gene annotations.

*Output:* window.results files. A file is generated for each genomic window containing the details of the alignment including mismatch string and the fractional weight of the alignment. Each read is weighted by 1/N, where N is the number of places the read aligns with the same score.

*Required tools:* SHRiMP 2.2.2

*Motivation:* Our final alignment stage attempts to align any previously unaligned reads to the newly generated FASTA library of genomic windows (with mismatches allowed) using SHRiMP2. Specifically, the set of all possible “alignment seeds” containing one mismatch in the body and up to three mismatches at the 3’-end (depending on read length) is generated and used to align all reads to the genomic windows.

**
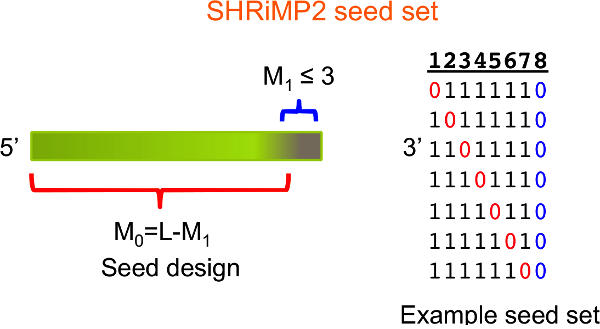
**

The number of mismatches allowed at the 3’-end (M_1_) for a read of length L is defined as: M_1_=0 if L<16, M_1_=1 if 16≤L<19, M_1_=2 if 19≤L≤23, and M_1_=3 if L>23. Finally, alignments are scanned and only the best alignments are retained. All reads mapping equally well to multiple loci are proportionally assigned to those loci.

**Stage 5:** Consolidation of results

*Input:* window.results files (output of Stage 4).

*Parameters:* Genome [hsa, mmu] used to select miRNA and other annotation files.

*Output:* TAB_3p_summary.txt, TAB_ed_summary.txt, TAB_lenDist_summary.txt: files detailing the reads 3’NTAs, edits and length variability (respectively).

*Required tools:* In-house Perl scripts

*Motivation:* By default aligned reads are grouped by 5’-start position (5’-isomiRs) and are annotated with respect to the 5’-start position of the reference (miRBase r18) miRNA at the same locus. For each 5’-isomiR, all reads with mismatches at the 3’-end are counted as 3’-NTAs. Mismatches within a read are counted as potential RNA edits.

**Candidate miRNA regulatory hub identification pipeline:**

This pipeline is intended to compute the predicted impact for each miRNA in a set (typically those highly expressed in a particular cell type) on a network of genes (typically those relevant to the study of a disease relevant to that cell type), and to predict candidate miRNAs that may act as regulatory hubs in that cell type for a particular disease or pathway.

*Inputs:*

1. A list of predicted target sites for miRNA families in the multiple-sequence aligned 3’-UTRs of all genes for a set of species. This output can be generated from TargetScan (<http://www.targetscan.org>).
2. A list containing the conservation (number of species) of each of the miRNA families included in the above TargetScan predictions. This list was parsed out of the TargetScan input files.
3. A list of high confidence protein-protein interactions. This list was derived from the STRING 9.0 database (http://string-db.org/) using only those interactions having an interaction score greater than 700 (high-confidence). All protein identifiers were mapped to their corresponding gene symbol, and this symbol must match those used in the TargetScan predictions.
4. A list of miRNA families: This list contains the miRNAs the user wishes to include in the simulations. All miRNAs must be in the TargetScan miRNA family name format, and must match the family names in the Target Scan output file.
5. Gene list: A list of genes to use as central nodes in a gene network. Typically this list includes a set of genes relevant to the study of a particular disease or pathway. Currently all gene names must match the gene symbol used in the TargetScan 3’-UTR sequence files.

*Parameters:*

1. ***C***: Conservation level. Requested minimum level of conservation of each miRNA and target site required for a miRNA - gene interaction to be scored in the simulation.
2. ***N***: Number of iterations. Requested number of random gene networks of similar design that are used to generate score distributions.
3. ***α***: Hub weighting. This parameter is used to weight the contribution of the number of high-confidence protein-protein interactions to the target scoring function.

*miRNA scoring algorithm:*

A gene network is compiled using the input files for (1) the input gene list and (2) each of the ***N*** requested random gene networks. The input gene network contains all genes in the input gene list that have a 3’-UTR listed in the target prediction files, a weighted set of scores for each target site within each gene, and the number of high confidence protein - protein interactions listed for that gene in the STRING 9.0 database. Each random gene network is generated by selecting a set of random genes having connectivity similar to each of those in the input gene list. A gene is said to have similar connectivity if the gene has a similar number of high confidence interactions in the STRING 9.0 database. To compute groups of genes with similar connectivity, we group each gene in the STRING 9.0 database by the number of high confidence protein-protein interactions that gene has. If any group contains fewer than 20 genes, the group is expanded to include neighboring groups (with both higher and lower number of interactions) until the new super-group contains at least 20 genes. Finally a score is computed for each gene network (input gene network and ***N*** random gene networks) each miRNA family in the input list, and an empirical p-value is computed. The p-value is calculated as ***p=(N_r_+1)/(N+1)***, where ***N_r_*** is the number of random gene networks in which the targeting score for a particular miRNA was greater or equal to the score of that miRNA in the input gene network. The miRNA targeting score is calculated using the following procedure:

For a gene network ***G(L,D,U)****:* where ***L*** is the list of genes in the network, ***D*** is the number of high confidence protein-protein interactions that each gene has, and ***U*** is the ratio of the average 3’-UTR length in the input gene network over the average 3’-UTR length in the current gene network (note: this value is one when scoring the input gene network).

foreach ***miR_i_*** in ***miRlist***  having a conservation of at least ***C***:

foreach ***gene_j_*** in ***L***:

foreach target site ***k*** of ***miR_i_*** in ***gene_j_***:

${ScoreA}_{ijk}=\left\{ \begin{matrix} 1.5 if 8mer-1a \\ 1.25 if 7mer-m8 \\ 1 otherwise \end{matrix} \right\}$

$${ScoreB}_{ijk}=\left\{ \begin{matrix} {ScoreA}_{ijk} & if site is consered in\geq\boldsymbol{C}\mathrm{species} \\ 0 & otherwise \end{matrix} \right\}$$

foreach ***miR_i_*** in ***miRlist***  having a conservation of at least ***C***:

$${Score}_{i}=0$$

foreach ***gene_j_*** in ***L***:

${ScoreC}_{ij}={ScoreB}_{ij0}$

foreach additional target site ***k*** of ***miR_i_*** in ***gene_j_***:

$${ScoreC}_{ij}+=\left\{ \begin{matrix} 0.5*{ScoreB}_{ijk} & if {(Pos}_{k}-{Pos}_{k-1})\leq8 \\ 1.5*{ScoreB}_{ijk} & if 8<{(Pos}_{k}-{Pos}_{k-1})<60 \\ {ScoreB}_{ijk} & if {(Pos}_{k}-{Pos}_{k-1})\geq60 \end{matrix} \right\}$$

where *Pos_k_* is the position of target site ***k*** within the 3’-UTR of ***gene_j_***.

$${Score}_{i}+=\boldsymbol{U}*{ScoreC}_{ij}\left( 1+\boldsymbol{\alpha}*log10\left( \boldsymbol{D}_{j} \right) \right)$$

${Score}_{i}={{Score}_{i}}/{size(\boldsymbol{L})}$

How the deposited data were processed for this re-analysis (not part of the article)

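Small RNA-seq reads from 3 MIN6 libraries, all grown at 25 mM glucose, were analysed from the alignments that the authors deposited. The human beta cell and islet libraries and the mouse liver library were not analysed here, and every human value is the one that the paper prints in Table S2.

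According to the paper and File S1, the authors trimmed the 3′-adaptor with cutAdapt 1.0, aligned trimmed reads of 14 to 41 nt without mismatches with Bowtie 0.12.7 (at most 20 loci per read), merged the aligned regions within 65 nt with bedtools 2.17.0, extended them by 5 nt, and aligned the remaining reads to these windows with SHRiMP 2.2.2, allowing mismatches. The values that the authors deposited are expected counts, that is, the number of reads behind each distinct alignment. File S1 states that a read with several equally good loci was divided equally among them. The values of 2304 alignments did not match such a division among up to 200 loci. The deposited values are not normalized, the replicates were not pooled, and the genome build is not named. Because mismatched reads were only sought near exact matches, a miRNA without an exact read was not counted, and because reads shared between loci were divided, miRNAs with several genomic copies depend on that division.

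From these alignments, mapped reads, read lengths, 5′-starts, terminal mismatches and RPM were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Alignments marked as exact end 1 base early compared with those with mismatches, and this was corrected. Hairpins were named by comparing the bases excluded by mismatches at loci with at least 15 reads with 2202 hairpin sequences, at a threshold of 20 bits. The naming was tested on simulated data with 100 hairpins and 100 random sequences, where 33 of 34 named loci were correct. The simulation never recorded the genome's own base as a mismatch, so it did not test that error. With the threshold at 15 bits, 18 reversed hairpin sequences were named, compared with 0 at 20 bits. Starts were matched to Table S2 within 0.2%. The design had foreseen annotated mature miRNA positions, but the annotation of the same build was not used here. The share of reads at miRNA loci therefore covers the named hairpins and the neighborhood of the starts placed by their values alone. It also covers any hairpin placement tied with another, which was not counted as named.

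Expression was expressed as RPM of all mapped reads. A mature miRNA was a 5′-start with at least 10 reads, and highly expressed miRNAs were the top 5′-starts holding 98% of the miRNA reads. The miRNAs named in the text are those that the paper's results or the legends of Fig. 2 to Fig. 4 name with their reference forms, the 5′-shifted isomiRs at least as abundant as their reference in every library, and, for the closing observations, items named after their values were seen. The 10 most abundant arms, a further part of that rule, ranged from 12295 to 365694 RPM, with miR-375, miR-182-5p and miR-27b-3p highest. No 5′-shifted isomiR outside Table S2 reached the list of highly expressed miRNAs. Among the families that the rule includes, let-7i-5p was the most abundant let-7 member with a mostly unshared locus, at 6114 ± 236 RPM (SD, n = 3), and miR-29a-3p was expressed at 1317 ± 95.8 RPM (SD, n = 3) and miR-29c-3p at 214 ± 9.73 RPM (SD, n = 3).

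The depth of 9269795 to 10816006 mapped reads per library means that 0 reads of a miRNA allow up to 3 reads, or 0.324 RPM in the smallest library. Intervals of shares are 95% Wilson intervals and cover counting error only, since the reads carry no molecular identifiers. A permutation test of heterogeneous against homogeneous arms with 100000 resamples had been set, and its p is not given because the classification depends on expression. Shifted reads on 3p and 5p arms were compared with a two-sided permutation test with 100000 resamples, with arms as units. No test between samples was made, because the libraries share 1 condition. The main settings and most alternatives of the results beside the paper's sentences were set before the data were examined, apart from the threshold of 20 bits and the reference starts from Table S2. These alternatives were other read-length ranges, other thresholds for expressed and highly expressed miRNAs, single-locus or exact reads only, other denominators, log10(RPM + 1) with a pseudocount of 1, rank correlation, and leaving out miR-375 or each replicate in turn. The tests of the last 4 bases, of the 5′-terminal U and of the Y RNA reads were chosen after seeing the data, and so were other alternatives, namely the mapped or total reads of Table S1 as denominators, a threshold of 30 bits for the hairpins, the log10 scale together with the removal of miRNAs without a homologue, and heterogeneity by the share of the second 5′-start.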

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

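The tests of the Y RNA reads were chosen only after the result was seen.

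Outside the miRNA hairpins, loci with at least 1500 reads were named by the same comparison of sequences with 3903 small RNA genes of other kinds, of which 58 were named and 0 with every sequence reversed. The paper does not report these RNAs. Transfer RNAs of the nuclear genome were not among the kinds searched, so reads outside the miRNA hairpins were only partly named. Among the 58 named genes, the most abundant was Rny1, a Y RNA of 112 nt. It had 6132, 5734 and 5387 RPM in replicates 1, 2 and 3 and a mean of 5751 ± 373 RPM (SD, n = 3) over all its 5′-starts. It is given here because the paper does not discuss it, and its loci were chosen for their reads, so its level was not tested against a background. Of its reads, 60.0% began at the first base of the RNA, which breakdown at random positions would also give. Such breakdown would leave neighboring lengths with similar shares, but of the reads at the first base 53.5% ± 0.485 (SD, n = 3) were 30 nt long, compared with 0.231% of 29 nt and 8.11% of 31 nt. Reads shared with other loci would usually have fractional counts, but 99.9% of the reads at that start had a single inferred locus. What stays open is whether the 5′ fragment existed in the cells or arose by breakage at preferred positions during RNA extraction and library preparation, which may favor certain RNA ends. No biological explanation was tested, since all libraries share 1 condition.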

How the results depend on the processing

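No paired analysis was possible because all libraries belong to 1 condition. Each result was recomputed with 1 choice changed at a time, apart from the log10 scale without miRNAs lacking a homologue, which changes 2. That alternative, the total or mapped reads of Table S1 as denominators, the 30 bits for hairpins and heterogeneity by the share of the second start were chosen only after the result was seen.

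Counting every alignment in full gave a mean of 2.08166e+07 alignments per library in place of 10101515 mapped reads, and reads with a single locus gave 7840350. Both rest on the inferred number of loci, which was set to 200 for the 2304 alignments without a match. The share of mapped reads of 16–27 nt went from 87.8% to 82.5% for 18–25 nt, and to 48.0% over the total reads of Table S1. The share at miRNA loci went from 77.7% to 76.8% for reads within 5 nt of a reference start, 74.3% over the trimmed reads and 81.1% over the mapped reads of Table S1. Counting arms gave 427 mature miRNAs in place of 1053. The highly expressed miRNAs numbered 71.7 at 95% and 239 at 99%, against a mean of 155, and the 5′-shifted isomiRs among them numbered 3 and 34, against 19. The cause of these changes is the construction of each count.

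The mean r2 between replicates was 0.998, and 0.996 on the log10 scale, 0.993 without miR-375 and 0.991 with Spearman's coefficient, and it ranged from 0.997 to 0.999 when each replicate was left out. The r2 with human beta cells was 0.965, and 0.0968 on the log10 scale, 0.483 without miR-375, 0.133 with Spearman's coefficient and 0.222 on the log10 scale without miRNAs lacking a homologue. With human islets it was 0.948, and 0.0560, 0.284, 0.103 and 0.133 in the same order. For the 5′-shifted isomiRs it was 0.516, and 0.138 on the log10 scale, 0.00855 without miR-375+1 and miR-375-1 and 0.172 with Spearman's coefficient. On the linear scale the correlations with the human values rest on miR-375 and its isomiRs, as their removal shows.

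The median ratio of a 5′-shifted isomiR to its reference went from 0.221 to 0.213 for reads with a single locus. The median expression of the named miRNAs went from 1317 RPM to 1694 relative to the miRNA reads, 1499 with reads of 16–27 nt and 477 with single-locus reads, where the copies of let-7a and let-7c are lost. The difference in log10 RPM between heterogeneous and homogeneous arms was 0.56, and −0.33 when heterogeneity was defined by the share of the second start. Its other settings keep the dependence of the classification on expression and say nothing about its stability. For values without a test, a change was counted as a move when it exceeded the replicate SD, and for counts when it exceeded a factor of 1.5. By this measure 31 comparisons on the results above moved, 1 changed sign and 60 did neither. Of the comparisons on single miRNAs, 43 moved and 80 did not. These numbers include the settings that leave out 1 replicate. For a mean over 3 replicates, such a setting cannot shift the value by more than the replicate SD. It could therefore only count as unmoved, and these comparisons say nothing about stability. Counts within the factor of 1.5 still changed by far more than the replicate SD, with 1369 mature miRNAs at 5 reads, 823 at 20 reads and 927 at 30 bits, and 118 highly expressed miRNAs from single-locus reads and 136 at 30 bits.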

Differences from the paper's values

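The paper reports r2 values for the correlations, while its legend of Fig. 2A speaks of Pearson correlation coefficients. Its value of 0.98 for human beta cells matched an r of 0.982 (r2 = 0.965), its value of 0.97 for islets matched an r of 0.973 (r2 = 0.948), and its value of 0.7 for the 5′-shifted isomiRs matched an r of 0.693 (r2 = 0.516), so the comparison was made on the scale of r. For the MIN6 replicates, the paper's value is 0.99 and the mean r was 0.999. On the scale of r, the alternatives set before the data were examined all stayed above 0.99, with the lowest at 0.996 for Spearman's coefficient, but the squared values without miR-375 and with Spearman's coefficient were 0.993 and 0.991.

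For miR-183-5p+1, the paper's fold of MIN6 over human islets is 3, and the fold computed with the islet value of Table S2 was 6.23. None of the alternatives set before the data were examined closed the gap, with values from 6.02 to 8.01. The paper gives the same fold for human beta cells, where 2.74 was computed.

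The paper places miR-375+1 among the top 20 miRNAs of each MIN6 dataset. In the order of 5′-starts, miR-375+1 ranked 25, 24 and 22 in replicates 1, 2 and 3, and miR-375-1 ranked 17, 16 and 14.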

Other observations

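The patterns below were noticed in the data. The tests of the last 4 bases and of the 5′-terminal U were chosen only after the result was seen, and so was the rule that leaves the chance explanation of the loop side open, while the other explanations and their tests were written down before those tests were run.

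Of the miR-375 reads of 22 nt, 17.5% ± 0.619 (SD, n = 3) carried the substitution A22G, counted from the 5′-end of the reference. These reads made up 47.4% of all reads with a mismatching 3′-end at the MIN6 miRNA starts. A base change in the RNA, or a sequencing error at that position of every read, would also affect reads that run on past position 22, but only 0.235% of those carried G there. A general tendency of the libraries to give a terminal G would affect other miRNAs, but the median over 50 other abundant miRNAs was 0.113%. The exception was miR-125a-5p with 13.4%, which ends at the same 4 genome bases as miR-375, GTGA. Over 7 read forms of other miRNAs that end at these bases, the share with a terminal G was from 8.53% to 14.9%, with a median of 12.1%, while over 25 forms that share only the last 3 bases it was at most 1.05%. The last bases of the read, rather than the identity of the miRNA, may therefore set the share of terminal G, through library preparation, sequencing, trimming or an enzyme that recognizes these bases, which these data cannot separate. No biological explanation was tested. If the effect is technical, the 3′-non-templated additions counted for miR-375 would be overstated.

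Of the 22 5′-shifted MIN6 isomiRs of Table S2, 18 started nearer the loop of the hairpin than their reference (12 of 15 on 3p arms and 6 of 7 on 5p arms). The shift was thus mostly upstream on 3p arms and downstream on 5p arms (two-sided Fisher's exact test of shift direction against arm, p = 0.00661). This p-value comes from the same isomiRs in which the pattern was noticed, so it describes the pattern and does not test it. It also counts miR-375-1 and miR-375+1, which share an arm, as independent. The pattern was then tested on 96 arms without a listed 5′-shifted isomiR, where more shifted reads lay on the loop side on only 36 arms. The share of shifted reads at the −1 start on 3p and 5p arms gave a two-sided permutation p of 0.0562, with the difference in the opposite direction. The loop side was therefore not preferred beyond the listed isomiRs, and chance in the choice of these isomiRs cannot be told apart from a property of abundant ones, because they were listed for their abundance. A preference for a 5′-terminal U would need these isomiRs to begin with U, but of the 17 on the loop side whose first base is known from the hairpin, 14 begin with another base (82.4%, 95% Wilson interval from 59.0% to 93.8%). No biological explanation was tested.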
